A study of Mus musculus with 24 samples.

How the data were processed

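C2C12 is an established mouse myoblast line. The cells proliferate as single cells in growth medium with 10% fetal bovine serum and fuse into multinucleated myotubes after transfer to differentiation medium, which holds 2% horse serum with an insulin, transferrin and selenium supplement. Per the labels, cells were kept in either medium at 21% oxygen (normoxia) or 2% oxygen (hypoxia), with a replicate A and a replicate B of each of the 4 conditions. The series has 24 samples, which are 8 RNA-seq libraries, 8 chromatin immunoprecipitation libraries for the repressive histone mark H3K27me3 and 8 input libraries. The chromatin and input libraries were not analysed here. Total RNA was extracted with a phenol reagent and made into strand-specific total RNA libraries, per the labels' protocols, so small nucleolar and other non-polyadenylated transcripts can be present.

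The authors deposited a gene table with 1 column per RNA-seq library and 24043 gene symbols. Its file name carries the word counts and the name of the Cufflinks family of tools. The deposited values are FPKM (fragments normalised to transcript length and to the number of mapped fragments) by their own behaviour. They are not whole numbers, and they sum to between 480018 and 534167 per library. Low values of some genes come in whole multiples of a step that is shared by genes of equal length and falls with gene length. Not all low values do, since some small RNA genes hold values far below any such step (Mir678 at 2.59e-97 in normoxic growth medium replicate B). The aligner, tool versions, genome build, annotation, use of strand in counting and any scaling between libraries are not stated in the labels. Each column was matched to the RNA-seq sample whose title carries the same medium, oxygen and letter. Of the 24043 symbols, 22883 were current mouse symbols and 23836 were current or older symbols in the GRCm38 gene table used here for names. No coordinates are given because the authors' build is not stated.

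Absolute depth cannot be read from these values. Relative depth was estimated from the ratio of the smallest step between libraries at genes with at most 0.5 FPKM. With the deepest library, hypoxic differentiation replicate A, set to 1, the others came to 0.694 and 0.899 (normoxic growth medium A and B), 0.682 and 0.856 (normoxic differentiation medium), 0.89 and 0.84 (hypoxic growth medium), and 0.633 (hypoxic differentiation replicate B). One fragment on a transcript of 936 bp is worth 0.059 to 0.0933 FPKM, so the 3 fragments that a count of 0 allows correspond to 0.177 to 0.28 FPKM at that length and to less for longer transcripts. This limit covers counting error alone. The level at 936 bp is the 3-fragment level used below for every gene, whatever its length. A longer transcript under this level can hold 3 or more fragments, and for a shorter transcript the level is too low.

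The design fixed before the data were examined assumed counts and named a count test. Because the values are FPKM, no count test was run, and the fallback written in the same design was used: limma 3.58.1 (R 4.3.3) on log2(FPKM + 1), with an intensity trend in the variance prior. The count-based filter was replaced by a mean of at least 1 FPKM in at least 1 of the 4 groups, which left 12389 genes of the 17914 above 0 in any library. The 8 libraries were fitted together with 4 group means, which leaves 4 residual degrees of freedom beside 2.61 prior degrees of freedom. The 5 contrasts are differentiation in normoxia, differentiation in hypoxia, hypoxia in growth medium, hypoxia in differentiation medium, and the interaction, which is the differentiation change in hypoxia minus that in normoxia. Tests are two-sided. Adjusted p-values are Benjamini-Hochberg values over the 12389 genes of a contrast, with 0.05 as the threshold. Changes on this scale understate the change of genes near or under 1 FPKM. Folds against a group with every library under the 3-fragment level were therefore computed against that level and are lower bounds.

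Gene lists for myogenic differentiation (70 symbols written, 68 tested), the hypoxia response (69 written, 68 tested), the cell cycle (60 written, 60 tested) and Hox genes (39 written, 19 tested) were written before the data were examined, and no tested gene is in more than 1 of them. Each list was tested in each contrast with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 20 tests of list and contrast. A list of 23 cholesterol synthesis genes was written after the data were seen and is used in the closing observations alone.

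The genes named are 17 genes fixed before the data were examined and, for each contrast, the 2 with the largest rise and the 2 with the largest fall in fitted change among genes with an adjusted p under 0.05, a mean of at least 10 FPKM in the highest group and no overlap between libraries of the groups compared. The same-sign requirement over the A and the B libraries took the place of the last condition for the interaction. The minimum of 10 FPKM replaced the planned 100 counts. This rule picked many microRNA and small nucleolar RNA genes, whose FPKM rests on very short lengths, so the same rule applied without the 133 tested small RNA genes was added after the values were seen. Some genes picked this way are not reported here. Genes with near-identical copies share reads in ways the labels do not describe, and the same holds for small RNA genes inside longer host transcripts.

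The fit was tested on simulated data built on the real gene means. It recovered 82.5% of 200 changed genes and called 10 of 12189 unchanged genes in the same contrast. It called 2 of 12389 genes in a contrast without change, and 93% of the 100 genes changed by 2 or -2 on the log2 scale were recovered. The simulated noise was normal with 1 spread per gene in all 4 groups, and changed genes were neither low nor in a list. In the real data the SD of the log2 difference between replicates ran from 0.36 to 0.57 over the groups, and far more genes were called. The simulation therefore does not give the rate of false calls in the real contrasts.

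Alternatives fixed before the data were examined were median-of-ratios and upper-quartile scaling, no expression filter, a pseudocount of 0.1, a replicate block, removal of the 10 most abundant genes, a fit of the compared libraries alone, removal of each library in turn, fry in place of camera, an adjusted p threshold of 0.01 and a minimum log2 change of 1. Alternatives added after the data were seen were a minimum of 1 FPKM in every library, an equal total in every library, robust variance moderation, array quality weights, removal of small RNA genes and camera with an estimated correlation. Figures and depth estimates were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.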

Results

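Gene expression was measured by RNA-seq in C2C12 myoblasts in growth or differentiation medium at 21% or 2% oxygen, with 2 libraries (replicates A and B) in each of the 4 groups. The design asks how oxygen alters the transcriptional response of myoblasts to differentiation medium. Oxygen is also a substrate of the histone demethylases that remove H3K27 methylation, so the genes for these enzymes were among those examined. Each library had between 14917 and 15672 genes above 0 FPKM. The most abundant gene was the small RNA gene Mir6236 or Eef1a1 and took at most 2.91% of the signal, and the 10 most abundant genes took 8.91% to 11.3%. The relative depth of the libraries ranged from 0.633 (hypoxic differentiation replicate B) to 1 (hypoxic differentiation replicate A), so the shallowest and the deepest library were in the same group.

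Replicates correlated across the 12389 tested genes with Pearson's r of 0.975 in normoxic growth medium, 0.983 in hypoxic growth medium, 0.982 in normoxic differentiation medium and 0.958 in hypoxic differentiation medium. The SD of the log2 difference between replicates was 0.44, 0.36, 0.37 and 0.57 in the same order. The number of genes whose FPKM + 1 differed more than 2-fold between replicates was 71, 56 and 61 in the first 3 of these groups and 613 in hypoxic differentiation medium. Genes near or under 1 FPKM can differ by more than that in FPKM without being counted. No replicate pair shared an identical value above 0. The first principal component took 57.8% of the variance. On it the normoxic differentiation libraries scored 99.3 and 100.1, and the other 6 libraries scored between -43.1 and -23.2. The second component took 21.9% and ran from 56.8 and 52.3 in normoxic growth medium to -47.8 and -42.9 in hypoxic differentiation medium.

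The first comparison asked which genes respond to differentiation medium at 21% oxygen. Of 12389 genes, 8241 changed by limma at an adjusted p under 0.05, 3161 of them higher and 5080 lower in differentiation medium. With a log2 change of at least 1 required as well, the alternative that moved this count most, 3542 genes remained, 1428 higher and 2114 lower. The split between directions depended on the scaling of the libraries. Higher genes made up 38.4% of the calls on the deposited scale, 53.6% after median-of-ratios scaling and 45.6% after upper-quartile scaling. The median log2 change of all tested genes was -0.20 on the deposited scale and 0.03 after median-of-ratios scaling, so small changes below are best read against this shift.

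All 68 tested genes of the myogenic list were higher in normoxic differentiation medium than in normoxic growth medium past the threshold, over all genes tested and adjusted over the list alone. The median log2 change of the list was 5.12 (camera adjusted p 3.68e-37). For 21 of the 68 genes a growth medium group lay under the 3-fragment level. With values under that level set to it and without a pseudocount, the median was 7.13. Myogenin (Myog) rose from 11.1 ± 3.19 to 2609 ± 47.0 FPKM (SD, n = 2), a log2 change of 7.78 ± 0.28 (SE, adjusted p 2.06e-06). The fusion factor myomaker, listed as Tmem8c, rose from 3.78 ± 0.487 to 628.5 ± 5.31 FPKM (log2 change 7.04 ± 0.19, adjusted p 6.08e-07). Muscle creatine kinase (Ckm) rose from 1.11 ± 0.171 to 410.5 ± 15.3 FPKM (7.61 ± 0.25, adjusted p 1.32e-06) and embryonic myosin heavy chain (Myh3) from 1.04 ± 0.275 to 148.1 ± 2.49 FPKM (6.20 ± 0.17, adjusted p 6.73e-07). Mef2c was under the 3-fragment level in growth medium and reached 27.7 ± 1.10 FPKM, at least 109-fold higher. Myod1 was present before differentiation, at 123.4 ± 21.6 FPKM, and at 176.0 ± 6.35 FPKM after it. Its log2 change of 0.52 ± 0.22 did not pass the threshold (adjusted p 0.0782) on the deposited scale with all libraries and equal weights. It passed after median-of-ratios scaling (0.79, adjusted p 0.00832) and upper-quartile scaling (0.65, adjusted p 0.0182), with array quality weights (adjusted p 0.00943), with only the libraries compared (adjusted p 0.0207) and when either hypoxic differentiation library was left out.

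**Figure D1:**
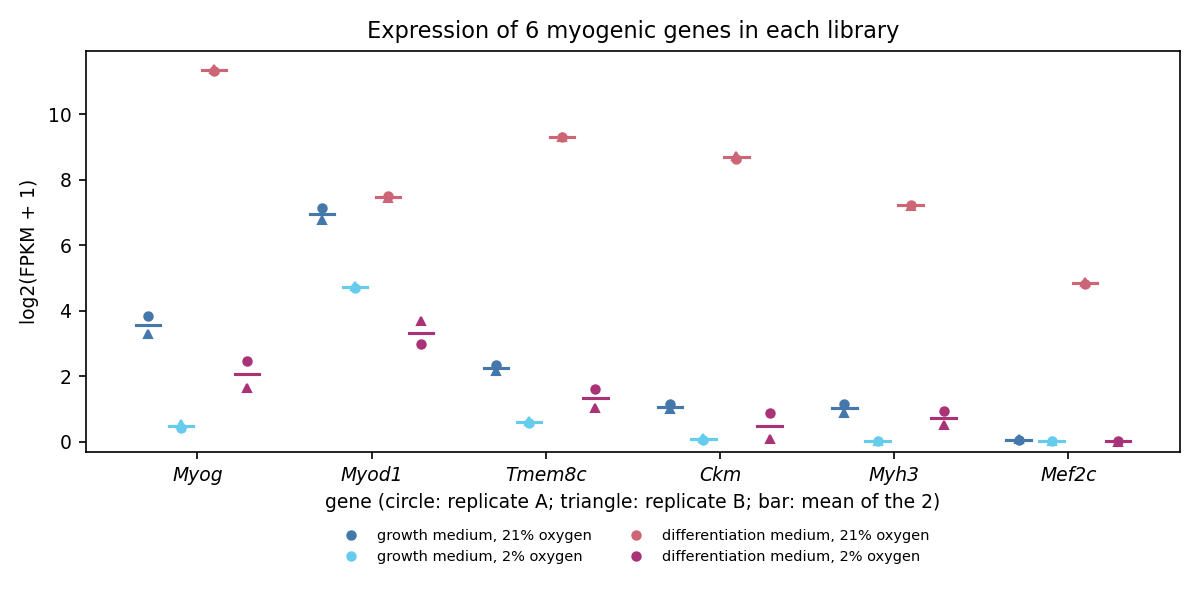
Expression of 6 myogenic genes fixed before the data were examined, as log2(FPKM + 1) on the vertical axis, in the 8 libraries; circles are replicate A, triangles replicate B and bars the mean of the 2, coloured by medium and oxygen. In normoxic differentiation medium Myog reached 2609 FPKM on average against 3.32 in hypoxic differentiation medium, and Myod1 was lower in both hypoxic groups than in both normoxic groups.

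Cell cycle genes fell on differentiation in normoxia. The list median was -1.82, with 40 of 60 genes lower and 1 higher past the threshold, and camera gave an adjusted p of 0.00287. This call did not hold under fry (adjusted p 0.13). With only the libraries compared, a fit that leaves out the hypoxic differentiation libraries, camera gave an adjusted p of 1.66e-11. Ccnb1 fell from 40.7 ± 2.55 to 6.37 ± 0.287 FPKM (log2 change -2.50 ± 0.65, adjusted p 0.0127) and Mki67 from 18.2 ± 4.42 to 3.33 ± 0.222 FPKM (-2.13 ± 0.70, adjusted p 0.0326). The Mki67 call was lost without an expression filter (adjusted p 0.0593) and with robust variance moderation (adjusted p 0.0706). Over the alternatives other than the removal of a library, limma's adjusted p ran from 0.000459 to 0.0706 for Mki67 and from 4.70e-05 to 0.0334 for Ccnb1. Of the 19 tested Hox genes, 16 were lower and 1 higher, with a median of -1.09 (camera adjusted p 0.00155), or -0.54 without the expression filter (adjusted p 0.0065). The hypoxia list had a median of 0.25 (adjusted p 0.00472), with 32 genes higher and 16 lower. For these 3 lists the counts adjusted over the list alone were the same. Camera uses a preset correlation between genes. With an estimated correlation, the myogenic calls for differentiation in normoxia, for hypoxia in differentiation medium and for the interaction held, each at an adjusted p of 0.00319, and none of the other 12 camera calls did. Under fry 4 camera calls were lost, which were 3 of the cell cycle list and that of the hypoxia list for differentiation in hypoxia.

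At 2% oxygen the same change of medium altered 5073 genes, 2888 higher and 2185 lower, and 925 of them by a log2 change of at least 1. Higher genes made up 56.9% of the calls, 53.1% after median-of-ratios scaling and 48.3% after upper-quartile scaling. The myogenic list had a median log2 change of 0.15 (camera adjusted p 0.0193), with 20 genes higher and 2 lower over all genes tested, and 15 higher and 2 lower adjusted over the list alone. Its median was 0.16 with values under the 3-fragment level set to that level, which applied to 37 of the 68 genes. It was 0.77 at a pseudocount of 0.1, so its size depended on how low values were treated. Myog was 0.392 ± 0.0712 FPKM in hypoxic growth medium and 3.32 ± 1.67 FPKM in hypoxic differentiation medium (log2 change 1.58 ± 0.28, adjusted p 0.00561). Tmem8c rose from 0.531 ± 0.0419 to 1.57 ± 0.724 FPKM (0.72 ± 0.19, adjusted p 0.0238), a call that was lost when only the libraries compared were fitted (adjusted p 0.0937). The same held for Myh3, at 0.675 ± 0.365 FPKM in hypoxic differentiation medium (0.69 ± 0.17, adjusted p 0.0189, or 0.0616 with only the libraries compared). Ckm did not pass the threshold (0.40 ± 0.25, adjusted p 0.239), with 0.855 FPKM in replicate A and 0.0563 in replicate B. Mef2c was under the 3-fragment level in both hypoxic groups. Myod1 fell from 25.6 ± 0.743 to 9.38 ± 3.44 FPKM (-1.40 ± 0.22, adjusted p 0.00386). The hypoxia list had a median of 0.28 (camera adjusted p 0.0143), with 26 genes higher and 5 lower, or 28 and 6 adjusted over the list alone. Hox genes had a median of -0.04 (adjusted p 0.99), with 6 higher and 4 lower, or 8 and 5 adjusted over the list alone.

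Differentiation changes in normoxia and hypoxia share no library and were compared across genes, which are not independent replicates. Pearson's r was 0.235 and Spearman's rho 0.291, and r was 0.227 from the A libraries and 0.19 from the B libraries. The slope of the hypoxic on the normoxic change was 0.126. Genes called higher in both numbered 1101, against 737 expected from the 2 counts of calls if they were independent, and genes called lower in both numbered 1439, against 896 expected. Opposite calls numbered 302 for genes higher in normoxia and lower in hypoxia and 820 for the reverse. Of the 1428 genes that rose by a log2 change of at least 1 in normoxia, 419 (29.3%) were also called higher in hypoxia, and 1239 (86.8%) had an interaction against the normoxic rise. Their median log2 change was 1.68 in normoxia and 0.13 in hypoxia. Of the 2114 genes that fell by as much in normoxia, 795 (37.6%) were called lower in hypoxia and 1725 (81.6%) had an interaction against the fall, with medians of -1.45 and -0.25. Genes picked for a large normoxic change carry some of that change by selection, so the hypoxic medians and the interaction counts of these sets are not independent of the pick.

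**Figure D2:**
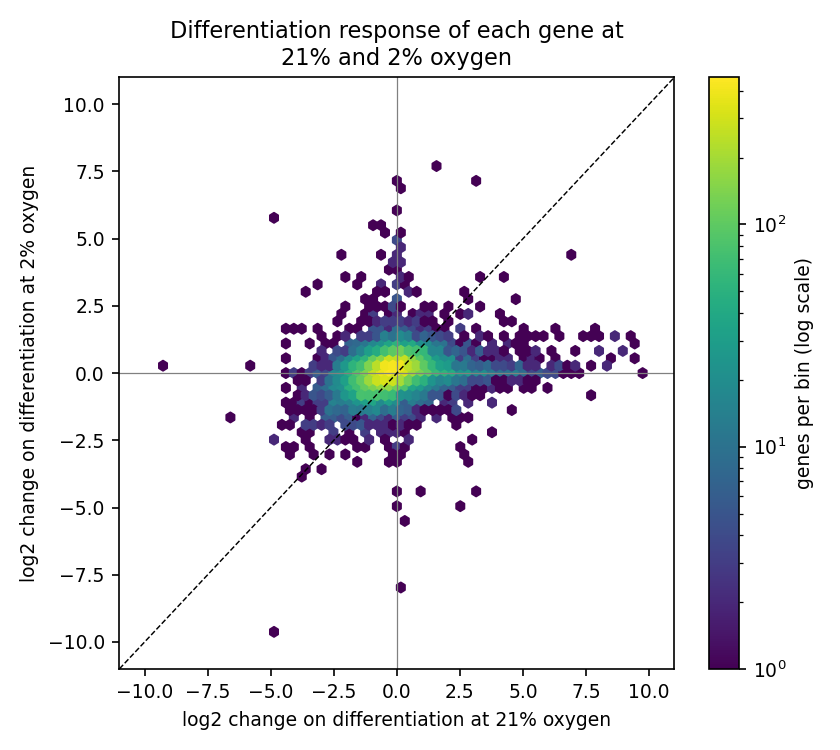
Log2 change on differentiation at 21% oxygen (horizontal) and at 2% oxygen (vertical) for the 12389 tested genes, shaded by the number of genes per hexagon on a log scale; the dashed line marks equal change. Genes with large normoxic rises lie along the horizontal axis, and Pearson's r across genes was 0.235.

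The response to hypoxia was then compared within each medium. In growth medium 5135 genes differed, 1672 higher and 3463 lower at 2% oxygen, and 1268 did so by a log2 change of at least 1. The share of higher genes was 32.6% on the deposited scale, 43.4% after median-of-ratios scaling and 49.3% after upper-quartile scaling, and the median log2 change of all genes was -0.14, -0.04 and 0 on these scales. The hypoxia list rose by a median of 2.01 (camera adjusted p 3.08e-42), with 64 genes higher and 2 lower of 68 over all genes tested and adjusted over the list alone. Vegfa rose from 71.5 ± 1.08 to 480.4 ± 6.78 FPKM (log2 change 2.73 ± 0.15, adjusted p 6.84e-05), the glucose transporter gene Slc2a1 from 45.2 ± 3.35 to 354.0 ± 8.88 FPKM (2.94 ± 0.12, adjusted p 2.77e-05) and Ldha from 506.6 ± 36.1 to 1414 ± 43.6 FPKM (1.48 ± 0.12, adjusted p 0.000264). The largest changes among the 6 fixed hypoxia genes were those of Ankrd37 (4.61 ± 0.19, adjusted p 2.74e-05) and Car9 (4.11 ± 0.18, adjusted p 3.19e-05), and Egln3 rose by 3.26 ± 0.13 (adjusted p 2.51e-05). Ldha has processed pseudogenes, and how reads shared with them were assigned is not stated.

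Myogenic genes were already lower in hypoxia before differentiation. In growth medium the list median was -0.41 (camera adjusted p 8.3e-05), with 33 genes lower and 1 higher over all genes tested and 34 lower and 1 higher adjusted over the list alone, and the median was -0.83 with values under the 3-fragment level set to that level. Myod1 fell from 123.4 ± 21.6 to 25.6 ± 0.743 FPKM (-2.21 ± 0.22, adjusted p 0.000546) and Myog from 11.1 ± 3.19 to 0.392 ± 0.0712 FPKM (-3.09 ± 0.28, adjusted p 0.000363). The cell cycle list had a median of -0.65 that did not pass the threshold (adjusted p 0.447), but passed it when only the libraries compared were fitted (adjusted p 1.03e-06). Hox genes had a median of -0.31 (adjusted p 0.945), with 4 higher and 4 lower over all genes tested and adjusted over the list alone.

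In differentiation medium 8075 genes differed between 2% and 21% oxygen, 4644 higher and 3431 lower in hypoxia, and 3420 by a log2 change of at least 1. Higher genes made up 57.5% of the calls, 46.5% after median-of-ratios scaling and 54.8% after upper-quartile scaling, and the median log2 change of all genes was 0.15 on the deposited scale and -0.03 after median-of-ratios scaling. All 68 myogenic genes were lower in hypoxia, with a median of -5.67 (camera adjusted p 2.73e-36). With 25 genes that have a group under the 3-fragment level set to that level, it was -7.45. Myog was 2609 ± 47.0 FPKM in normoxia and 3.32 ± 1.67 in hypoxia (-9.30 ± 0.28, adjusted p 8.52e-07), a ratio of 787. Mef2c was at least 99.1-fold lower. Myod1 was 18.8-fold lower (-4.13 ± 0.22, adjusted p 1.05e-05). The hypoxia list rose by a median of 2.32 (adjusted p 7.33e-14), with 60 genes higher and 2 lower, or 61 and 2 adjusted over the list alone. Vegfa did not differ in this medium, at 320.7 ± 15.6 FPKM in normoxia and 369.8 ± 85.1 in hypoxia (0.19 ± 0.15, adjusted p 0.301), and its direction flipped after median-of-ratios scaling (-0.02). Egln3 rose by 0.93 ± 0.13 (adjusted p 0.000834), Ldha by 2.15 ± 0.12 (adjusted p 1.24e-05), Slc2a1 by 3.32 ± 0.12 (adjusted p 2.17e-06), Car9 by 3.38 ± 0.18 (adjusted p 9.92e-06) and Ankrd37 by 4.40 ± 0.19 (adjusted p 3.98e-06). Hox genes had a median of 0.68 (adjusted p 0.00216), or 0.34 without the expression filter (adjusted p 0.0124), with 12 higher and 1 lower of 19, or 15 and 1 adjusted over the list alone. Changes with hypoxia in the 2 media share no library and correlated across genes with r of 0.309 and rho of 0.285. Genes called higher in both numbered 1058 against 627 expected, and genes called lower in both 1469 against 959 expected.

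**Figure D3:**
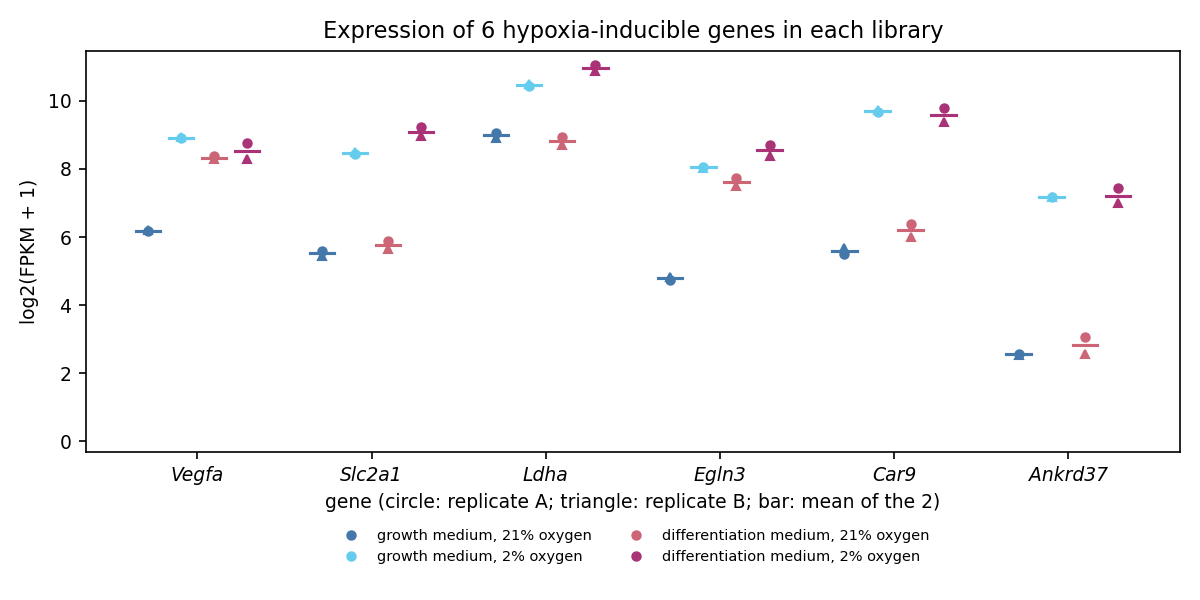
Expression of 6 hypoxia-inducible genes fixed before the data were examined, as log2(FPKM + 1) on the vertical axis, in the 8 libraries; circles are replicate A, triangles replicate B and bars the mean of the 2, coloured by medium and oxygen. Vegfa and Egln3 were higher in normoxic differentiation medium (320.7 and 197.1 FPKM) than in normoxic growth medium (71.5 and 26.6 FPKM), while Slc2a1, Ldha and Ankrd37 did not pass the threshold for that difference on the deposited scale.

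The interaction tested whether the response to differentiation medium differed with oxygen. It passed the threshold for 6707 genes, with a more positive change in hypoxia for 4390 and a more negative one for 2317, and 3410 had an interaction of at least 1 on the log2 scale. More positive interactions made up 65.5% of the calls on the deposited scale, 47.3% after median-of-ratios scaling and 53.6% after upper-quartile scaling. The median interaction of all genes was 0.27, -0.01 and 0.07 on these scales, so the excess of positive calls was not present after median-of-ratios scaling. The myogenic list had a median interaction of -4.94 (camera adjusted p 1.44e-43), with 67 of 68 genes past the threshold, all negative, over all genes tested and adjusted over the list alone, and a median of -6.22 with values under the 3-fragment level set to that level. The hypoxia list had a median of 0.01 that did not pass the threshold (adjusted p 0.0684), with 16 genes positive and 23 negative, or 18 and 23 adjusted over the list alone, and the median was -0.30 after median-of-ratios scaling. Vegfa (-2.55 ± 0.21, adjusted p 0.000145) and Egln3 (-2.33 ± 0.19, adjusted p 0.000125) rose on differentiation in normoxia, by 2.15 ± 0.15 (adjusted p 3.17e-05) and 2.84 ± 0.13 (adjusted p 5.91e-06), and therefore less with hypoxia in differentiation medium. Hox genes had a median interaction of 1.19 (adjusted p 0.00375), or 0.23 without the expression filter (adjusted p 0.0124), with 13 of 19 positive past the threshold and none negative, over all genes tested and adjusted over the list alone.

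The cell cycle list set the hypoxic differentiation replicates apart. Its median log2(FPKM + 1) was 3.98 and 3.95 in normoxic growth medium (A and B), 3.30 and 3.24 in hypoxic growth medium, 1.99 and 2.00 in normoxic differentiation medium, and 2.17 and 4.38 in hypoxic differentiation medium. All 60 genes were higher in replicate B than in replicate A of that group. The median change on differentiation in hypoxia was 0.06 (camera adjusted p 0.942), and it was -1.07 without replicate B and 1.12 without replicate A of that group, so a single library decided its direction. The list's difference between hypoxia and normoxia in differentiation medium was 1.24 (adjusted p 0.0118), 0.21 without replicate B and 2.25 without replicate A. Its interaction was 1.83 (adjusted p 0.0113), 0.81 without replicate B and 2.83 without replicate A. Few single genes passed the threshold. For hypoxia in differentiation medium 15 genes were higher and 1 lower, or 3 and 1 adjusted over the list alone, and for the interaction 10 were positive and 1 negative, or 3 and 1 adjusted over the list alone. Mki67 was 3.46 FPKM in replicate A and 23.6 in replicate B, and Ccnb1 2.35 and 15.7. On the deposited scale with all libraries and equal weights, neither passed the threshold for differentiation in hypoxia, for hypoxia in either medium or for the interaction. Ccnb1 passed it for hypoxia in growth medium (-1.24) with array quality weights (adjusted p 0.0156) and with only the libraries compared (adjusted p 0.00209), and Mki67 passed it for the interaction (1.95) with array quality weights (adjusted p 0.0421). Both passed it for hypoxia in growth medium when either hypoxic differentiation library was left out.

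**Figure D4:**
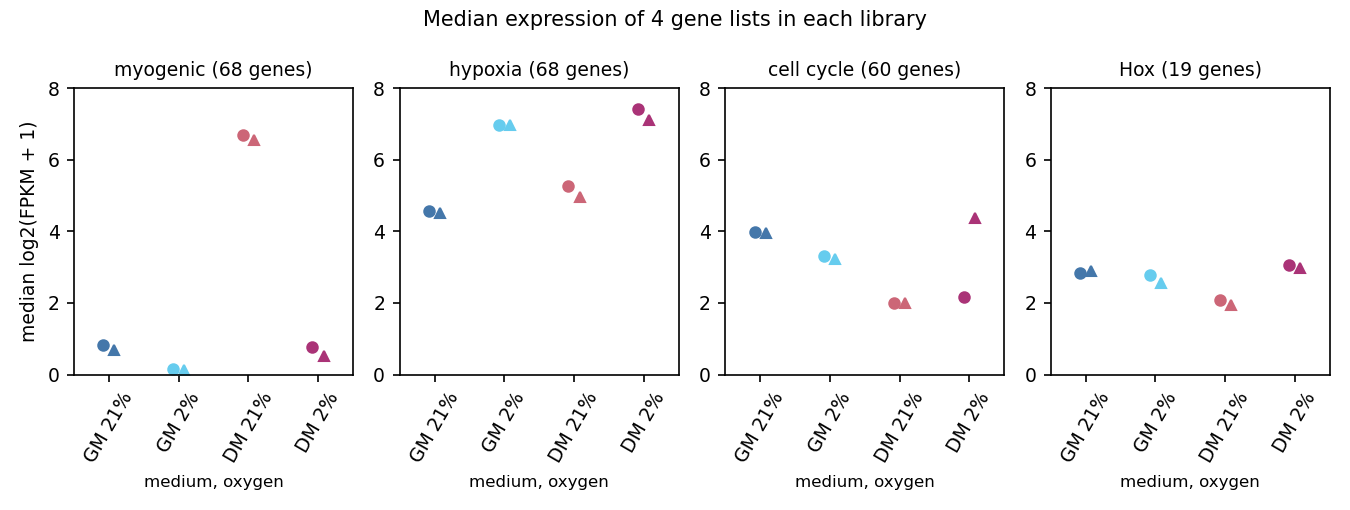
Median log2(FPKM + 1) of the tested genes of 4 gene lists in each library, with growth medium (GM) or differentiation medium (DM) and the oxygen level on the horizontal axis; circles are replicate A and triangles replicate B. The myogenic medians of 6.68 and 6.56 in normoxic differentiation medium stand above those of the other 6 libraries, and the cell cycle medians of 2.17 and 4.38 part the replicates of hypoxic differentiation medium.

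Among the genes for enzymes of H3K27 methylation, the demethylase gene Kdm6a lay between 8.10 ± 0.317 and 10.5 ± 0.162 FPKM in the 4 groups. None of its 5 contrasts passed the threshold on the deposited scale with equal weights (log2 changes from -0.30 to 0.32, adjusted p from 0.0766 to 0.951). Kdm6a was higher on differentiation in normoxia past the threshold with array quality weights (0.32, adjusted p 0.0365), after upper-quartile scaling (0.44, adjusted p 0.0295) and after median-of-ratios scaling (0.57, adjusted p 0.00951). After median-of-ratios scaling it was also lower with hypoxia in differentiation medium (-0.49, adjusted p 0.0185) and had an interaction of -0.58 (adjusted p 0.0457). Kdm6b rose with hypoxia in growth medium from 20.5 ± 0.401 to 37.2 ± 1.87 FPKM (0.83 ± 0.10, adjusted p 0.00108) and on differentiation in normoxia to 28.6 ± 1.25 FPKM (0.47 ± 0.10, adjusted p 0.00579). It did not differ with hypoxia in differentiation medium (0.04 ± 0.10, adjusted p 0.746), and its interaction was -0.79 ± 0.14 (adjusted p 0.00363). The methyltransferase gene Ezh2 was 9.17 FPKM in replicate A and 23.3 in replicate B of hypoxic differentiation medium, the same split as the cell cycle list. Its difference from normoxic differentiation medium (0.96 ± 0.35, adjusted p 0.0491) did not hold after median-of-ratios scaling (0.77, adjusted p 0.0625). It was also lost without a filter (adjusted p 0.0799), without the 10 most abundant genes (0.0629) and at an equal total (0.0712). The same held with robust moderation (0.0594) and only the libraries compared (0.148). The Ezh2 fall on differentiation in normoxia (-0.74, adjusted p 0.104) passed with array quality weights (0.00711) and only the libraries compared (0.00102).

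Beyond the fixed genes, those picked by the fixed rule included genes of the myogenic list (Mb, Myl1, Mylpf and Tnnc1) and genes outside the 4 lists (Mgp, Cxcl12 and Car3). On differentiation in normoxia myoglobin (Mb) rose from 0.505 ± 0.0921 to 1111 ± 99.9 FPKM, Mgp fell from 627.5 ± 63.2 to 6.24 ± 1.32 FPKM (-6.45 ± 0.37, adjusted p 1.43e-05) and Cxcl12 from 161.2 ± 2.55 to 1.86 ± 0.232 FPKM (-5.83 ± 0.18, adjusted p 1.07e-06). Cxcl12 stayed at 160.2 ± 46.1 FPKM in hypoxic differentiation medium. With hypoxia in growth medium Car3 fell from 310.2 ± 15.4 to 1.87 ± 0.209 FPKM (-6.76 ± 0.27, adjusted p 2.51e-05). In differentiation medium Myl1 was 3604 ± 39.3 FPKM in normoxia and 1.90 ± 0.323 in hypoxia (-10.28 ± 0.28, adjusted p 5.9e-07), and Mylpf 4805 ± 185.5 and 4.67 ± 2.05 (-9.77 ± 0.24, adjusted p 3.63e-07). The interaction was -9.09 ± 0.20 for Mb (adjusted p 1.96e-06) and -8.37 ± 0.22 for Tnnc1 (adjusted p 2.05e-06).

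Most of the largest rises by the fixed rule were small RNA genes with a library at 0 or near it. Snord96a was listed at 0 in both normoxic growth medium libraries and at 1354 and 539.4 FPKM in normoxic differentiation medium. Mir22, at 49.0 and 4.84e-05 FPKM in the hypoxic growth medium libraries, and Mir345, listed at 0 in both, were among the largest rises on differentiation in hypoxia, with means of 1581 ± 335.8 and 148.6 ± 47.3 FPKM after it. Mir678 and Mir7578 gave the largest falls in that contrast, from 794.0 ± 451.7 and 250.5 ± 10.2 FPKM. With hypoxia in growth medium Mir7578 and Mir8114 had the largest rises, and Mir6973b, at 363.0 ± 66.1 FPKM in normoxia, was listed at 0 in hypoxia. Snord33, Mir29a and Mir31 were listed at 0 in normoxic differentiation medium and had means of 279.5, 144.2 and 118.3 FPKM in hypoxic differentiation medium. With robust variance moderation the calls of Snord96a, Mir345, Mir678, Mir8114 and Snord33 were lost (adjusted p 0.118, 0.0567, 0.0930, 0.126 and 0.0596). That of Mir22 was lost with array quality weights (0.0904). Those of Mir7578, Mir6973b and Mir29a held in both settings. Their replicates differed by about the ratio of 1 fragment between the libraries, however. Replicates that hold equal numbers of fragments have a small spread, so these calls are no sign of a robust change. No fold is given here for a group listed at 0. Of the table, 86 features were at 0 in one replicate and at 10 FPKM or more in the other in at least 1 group.

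With small RNA genes left out, a choice made after the values were seen, the same rule picked the genes that follow. With hypoxia in growth medium 2610528A11Rik rose from 13.3 ± 0.277 to 805.3 ± 69.95 FPKM and Aire from 0.154 ± 0.157 to 55.3 ± 2.05 FPKM, and Mest fell from 208.3 ± 5.87 to 1.15 ± 0.0578 FPKM. On differentiation in hypoxia Msmo1 rose from 1.68 ± 0.540 to 174.7 ± 54.5 FPKM (6.01 ± 0.22, adjusted p 5.03e-05). Gsta1 rose to 210.2 FPKM in replicate A and 54.2 in replicate B (5.42 ± 0.56, adjusted p 0.000906), and it has near-identical paralogs with which reads can be shared. Nsg1 fell from 126.8 ± 0.625 to 15.0 ± 1.59 FPKM. Gsta4 had a positive interaction of 6.80 ± 0.54 (adjusted p 0.000123), at 722.9 FPKM in replicate A and 280.6 in replicate B of hypoxic differentiation medium.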

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

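Tests of the myogenic and cell cycle lists by replicate letter, and the test of fragments on small RNA genes, were chosen after the results were seen. Each result here is one where the response to differentiation medium differed between 21% and 2% oxygen by the interaction test, which makes it a difference between the groups of the design.

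The interaction passed the threshold for 6707 genes. A scaling difference between libraries as the whole cause was argued against, since 6262 genes had an interaction after median-of-ratios scaling, where the median interaction of all genes was -0.01. The direction of the excess was removed by that scaling, but not the number. The genes called were not all the same, with 5276 called on both scales. A few abundant genes were not the cause either, with 6629 genes after the 10 most abundant were left out. A single discordant library was argued against by the interaction computed from the A libraries and from the B libraries, which correlated across genes at r of 0.778. What stays open is an effect of oxygen on the response, or another difference between the cultures that was shared by both replicates, such as density or time in medium, which the labels do not separate.

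The myogenic list had a median interaction of -4.94. It was -5.12 after median-of-ratios scaling, and -5.02 from the A libraries and -4.99 from the B libraries, so neither scaling nor 1 library accounts for it. Of its fixed genes, the interaction was -6.20 for Myog, -6.33 for Tmem8c, -7.21 for Ckm and -5.51 for Myh3. Mef2c had -4.79, but lay under the 3-fragment level in the other 3 groups, so that this fitted value depends on the pseudocount. Mb (-9.09) and Tnnc1 (-8.37) belong to the same list. Myod1, which is outside the list, had -1.92, with a fall on differentiation in hypoxia. These values are consistent with a block of myogenic differentiation at 2% oxygen. That Myod1 and Myog were already lower in hypoxic growth medium may mean that the cells entered differentiation medium in a different state, which these data do not test.

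The cell cycle list had a median interaction of 1.83. From the A libraries it was 0.76 and from the B libraries 2.86, so its size may come largely from hypoxic differentiation replicate B. The sign was positive in both.

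The Hox list had a median interaction of 1.19. After median-of-ratios scaling it was 0.89 against -0.01 for all genes (camera adjusted p 0.00104, and from 0.000163 to 0.177 over the alternatives tried), and it was 1.09 from the A and 1.03 from the B libraries. Scaling and a single library are thus argued against. Its size depended on the expression filter, with a median of 0.23 (adjusted p 0.0124) over the 31 Hox genes above 0 in any library, against 0.07 for all genes. With an estimated correlation between genes the call was lost, and neighbouring Hox genes are regulated together, so 19 genes may stand for few independent changes. Whether H3K27me3 at these genes differed was not analysed here.

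Among the fixed hypoxia genes, Vegfa (-2.55) and Egln3 (-2.33) had negative interactions, Car9 a smaller one (-0.73) and Ldha a positive one (0.67). Scaling was argued against for the first pair, with adjusted p of 0.000231 for Vegfa and 0.000183 for Egln3 after median-of-ratios scaling. Their adjusted p values over the alternatives ranged from 2.79e-05 to 0.000466 and from 5.05e-05 to 0.000388. The Ldha interaction was lost after median-of-ratios scaling (0.34) and upper-quartile scaling (0.44). That of Car9 (adjusted p 0.0486) was lost without an expression filter (adjusted p 0.0776), with a replicate block (0.0572) and with array quality weights (0.0875). It was also lost at an equal total (0.0522) and without the 10 most abundant genes (0.0577). The Ldha and Car9 interactions may therefore be threshold effects. Kdm6b had -0.79, with a rise on differentiation in normoxia and a small fall in hypoxia (-0.33, adjusted p 0.0394). The call for this fall was lost after median-of-ratios scaling (adjusted p 0.0661) and without an expression filter (0.0501). It was also lost at an equal total (0.0557), with a replicate block (0.0629), with array quality weights (0.0909) and with only the libraries compared (0.116).

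Mir29a and Mir31 had fitted interactions of 7.14 and 6.86. Both were listed at 0 in the other 6 libraries, so the size of these fitted values depends on the pseudocount. The ratio of replicate B to replicate A in hypoxic differentiation medium was 1.58 for each, equal to the ratio of 1 fragment between these libraries, also 1.58. A candidate explanation is a single fragment per library on a very short feature. Among 38 small RNA genes with at least 10 FPKM in both libraries, 42.1% had a ratio made by such a step and whole numbers up to 3, against 0.653% of other genes. This is short of the majority that was set for small RNA genes in general, so for the rest of them the explanation is neither supported nor excluded by this test.

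Gsta4 had an interaction of 6.80 and was picked after small RNA genes were set aside. It fell on differentiation in normoxia and rose in hypoxia, with 722.9 and 280.6 FPKM in the hypoxic replicates, and no explanation was tested for it.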

How the results depend on the processing

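Alternatives added after the data were seen were the minimum of 1 FPKM in every library, the equal total, robust moderation, array quality weights, removal of small RNA genes and camera with an estimated correlation. The planned TMM normalization, quasi-likelihood and Wald count tests and rounding were not run because the values are FPKM, the planned minimum of 10 counts in every library was replaced by that of 1 FPKM, and the planned setting without scaling factors is the deposited scale itself.

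The number of changed genes stayed within 1.5 times of 8241, 5073, 5135, 8075 and 6707 (in the order of differentiation in normoxia, differentiation in hypoxia, hypoxia in growth medium, hypoxia in differentiation medium, interaction) under each alternative of scaling, filter, pseudocount and moderation. A like number does not mean the same genes, and 5276 of the 6707 interaction calls were kept after median-of-ratios scaling. Stricter thresholds moved the number, by construction. A log2 change of at least 1 gave 3542, 925, 1268, 3420 and 3410 genes, and an adjusted p under 0.01 gave 2717 for differentiation in hypoxia and 3074 for hypoxia in growth medium. Fitted with only the libraries compared, differentiation in hypoxia had 2867 genes, with fewer residual degrees of freedom and the more variable replicates of hypoxic differentiation medium without the others. Leaving out a library of the other groups gave 7654 to 9277 genes for differentiation in normoxia, 3908 to 4858 for differentiation in hypoxia, 4191 to 6831 for hypoxia in growth medium and 7518 to 8023 for hypoxia in differentiation medium. Where the library left out belongs to the comparison, an arm keeps 1 library, and calls were by choice not counted. For the interaction this holds for every library.

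Samples that share a letter were checked for pairing. The correlations between groups of the B minus A differences ran from -0.166 to 0.042, and the labels do not say that a letter marks a batch, so the samples share only a letter. With the letter as a replicate block, the counts were 7931, 4453, 4634, 7802 and 6273, no list call changed, and among the named genes the calls for Car9 (interaction), Kdm6b (differentiation in hypoxia), Snord96a (differentiation in normoxia) and Mir8114 (hypoxia in growth medium) were lost.

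List medians under all alternatives other than the removal of a library kept their sign, except for those named next. The cell cycle list for differentiation in hypoxia went from 0.06 to -0.028 under upper-quartile scaling. The hypoxia list interaction went from 0.01 to -0.30 under median-of-ratios scaling, -0.20 under upper-quartile scaling and -0.025 without the 10 most abundant genes. It passed the threshold in the last of these (adjusted p 0.0373) and, with the opposite sign, at a pseudocount of 0.1 (0.0098, adjusted p 0.0383), both medians near 0 over genes that go both ways. The myogenic list for differentiation in hypoxia lost its call at 1 FPKM in every library (0.24, adjusted p 0.942), where 15 of its 68 genes remain. The cell cycle list for hypoxia in growth medium (-0.65) passed the threshold with array quality weights (adjusted p 0.0343) and with only the libraries compared (adjusted p 1.03e-06), a fit that leaves out the hypoxic differentiation libraries. Hox medians shrank without the expression filter, where 31 genes enter in place of 19, to -0.54 for differentiation in normoxia, 0.34 for hypoxia in differentiation medium and 0.23 for the interaction, and these calls held.

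Set tests other than camera at a preset correlation lost calls at unchanged medians. Under fry these were the cell cycle list for differentiation in normoxia (-1.82), hypoxia in differentiation medium (1.24) and the interaction (1.83), and the hypoxia list for differentiation in hypoxia (0.28). With an estimated correlation they were the cell cycle list in the same 3 contrasts, the hypoxia list for differentiation in normoxia (0.25), differentiation in hypoxia (0.28), hypoxia in growth medium (2.01) and hypoxia in differentiation medium (2.32), the myogenic list for differentiation in hypoxia (0.15) and hypoxia in growth medium (-0.41), and the Hox list for differentiation in normoxia (-1.09), hypoxia in differentiation medium (0.68) and the interaction (1.19). The estimate rests on 4 residual degrees of freedom.

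Across the 8 fits that each left out 1 library, list medians are given as values without a test. In the order differentiation in normoxia, differentiation in hypoxia, hypoxia in growth medium, hypoxia in differentiation medium and interaction, the myogenic list ranged from 5.09 to 5.15, 0.10 to 0.16, -0.41 to -0.38, -5.68 to -5.52 and -5.03 to -4.86. The hypoxia list ranged from 0.19 to 0.33, 0.14 to 0.35, 2.01 to 2.08, 2.17 to 2.42 and -0.24 to 0.083. The cell cycle list ranged from -1.87 to -1.78, -1.07 to 1.12, -0.70 to -0.57, 0.21 to 2.25 and 0.81 to 2.83, and the Hox list from -1.24 to -1.06, -0.19 to 0.18, -0.33 to -0.16, 0.58 to 0.70 and 1.14 to 1.28. Each end of the wide cell cycle ranges comes from leaving out replicate A or B of hypoxic differentiation medium. Without that replicate A the hypoxia list on differentiation in hypoxia was 0.14 and its interaction -0.24, and without replicate A of normoxic growth medium the Hox list with hypoxia in growth medium was -0.16.

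The correlation of differentiation changes between normoxia and hypoxia was 0.235. It was 0.283 at 1 FPKM in every library, where genes near 0 in hypoxia are removed, and between 0.181 (without hypoxic differentiation replicate A) and 0.257 when a library was left out.

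Of the named genes, changes of sign in fits with a test were confined to small changes that passed no threshold. They were Vegfa with hypoxia in differentiation medium (-0.021 after median-of-ratios scaling), Ldha on differentiation in normoxia (0.11, median-of-ratios), Kdm6a on differentiation in hypoxia (-0.0064 median-of-ratios, -0.046 upper-quartile) and with hypoxia in growth medium (0.091 and 0.14), Kdm6b with hypoxia in differentiation medium (-0.16, -0.014, and -0.034 at an equal total) and Ccnb1 with hypoxia in differentiation medium (-0.17, -0.035, -0.040 at an equal total, -0.056 at a pseudocount of 0.1 and -0.014 without the 10 most abundant genes). Over all named genes and alternatives that gave a test, 52 values lost and 28 gained a call at the same sign and 1484 kept both. A further 524 values came from fits that left an arm with 1 library, for which no test was taken. How far these moved is set by the spread between replicates, so they are no test of stability. Of the 524, 13 changed sign, the widest being Mki67 on differentiation in hypoxia (-0.18, and 1.05 without hypoxic differentiation replicate A) and Ccnb1 with hypoxia in differentiation medium (0.02, and -1.14 without replicate B of that group). Where no reason is given for a change, the cause was not tested.

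Depth limits the low end. Genes of the myogenic list under the 3-fragment level in a hypoxic group give lower bounds, and a difference between hypoxic growth and differentiation medium is not detectable at this depth for genes such as Mef2c.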

Other observations

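The tests of mixture and mislabelling, of muscle transcripts in growth medium and of features at 0 were chosen after the results were seen. The list of cholesterol genes was written after Msmo1 was seen and before the other genes were looked at.

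The hypoxic differentiation replicates differed in the cell cycle list. All 60 genes were higher in replicate B, 58 of them more than 2-fold, with a median log2 difference of 2.19. Replicate A was below both hypoxic growth medium libraries for 55 genes and replicate B above both for 58. Depth or scaling as the whole cause is argued against, since the median difference was 2.05 after median-of-ratios scaling and 10000 random lists matched on expression ranged from -0.19 to 0.16. A mixture with cells of another group of the series would place replicate B between replicate A and that group, but 39 of the 60 genes were highest of all 8 libraries in replicate B, against 7.5 expected by chance, by a median log2 difference of 0.48 over the highest other library. A swap with a hypoxic growth medium library is argued against by 967 genes outside the list that changed between replicate A and hypoxic growth medium. On a scale from 0 (growth medium) to 1 (replicate A) replicate B had a median position of 0.864, and 785 genes were above 0.5. A difference in the proliferative state of the cultures may remain, such as cells that left or had not left the cycle at harvest, and the labels give no value to test it. The fit pools the spread over the 4 groups, so every contrast fitted with all libraries carries this difference as noise in the tests of cell cycle genes.

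Genes for cholesterol synthesis changed together. Msmo1 was lowest in hypoxic growth medium and highest in hypoxic differentiation medium. Of 23 genes written, 22 were tested, and the 21 others had a median interaction of 3.79, with 20 past the threshold and positive. The medians of 10000 random lists matched on expression ranged from -0.77 to 1.24. The median of the 21 was 3.39 from the A libraries and 4.16 from the B libraries, so a single discordant library is argued against, and it was 3.49 after median-of-ratios scaling. The medians were -0.23 for differentiation in normoxia (1 higher, 10 lower) and 3.18 for differentiation in hypoxia (21 of 21 higher). They were -1.46 for hypoxia in growth medium (17 lower, none higher) and 2.21 for hypoxia in differentiation medium (19 higher, 1 lower). After median-of-ratios scaling the median for differentiation in normoxia was -0.0011. The pattern suggests that the sterol response to the change of serum differs between oxygen levels. Differentiation medium holds less serum, and synthesis of sterols uses oxygen, but neither lipid supply nor sterol levels were measured, so the hypothesis rests on expression alone.

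Hypoxia list genes rose on differentiation in normoxia, by a median of 0.25. After median-of-ratios scaling the median was 0.52 against 0.03 for all genes (camera adjusted p 0.0131, and from 0.00185 to 0.83 over the alternatives tried), which argues against scaling. A candidate explanation is less oxygen reaching the cells in differentiation medium, for example in denser cultures, which the labels do not describe. It predicts that genes more responsive to hypoxia rise more. Across the 68 genes, the change on differentiation in the A libraries rose with the response to hypoxia in growth medium in the B libraries, with Spearman's rho of 0.548 (permutation p 1e-05, one-sided, the smallest that the permutations can give), and the 10 most responsive genes had a median change of 1.63. Some responsive genes changed little. Ankrd37, with a log2 change of 4.61 with hypoxia in growth medium, changed by 0.26 on differentiation in normoxia (adjusted p 0.267), Slc2a1 (2.94) by 0.24 (adjusted p 0.124) and Ldha (1.48) by -0.17 (adjusted p 0.254) on the deposited scale. After median-of-ratios scaling Slc2a1 rose past the threshold (0.51, adjusted p 0.0235) and Ldha did not (0.11, adjusted p 0.571). How much of the pattern less oxygen could account for is left open. The A and B libraries are separate, but genes are not independent replicates. More room to rise in genes that start low is argued against as the whole cause, since 0.02% of 10000 random lists matched on expression in growth medium reached this rho and their median was 0.12. Regulation of the same genes by muscle differentiation itself stays open and was not tested.

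Muscle transcripts were present at low level in normoxic growth medium. For 62 genes of the myogenic list, the median ratio to normoxic differentiation medium was 0.405% there, with quartiles of 0.179% and 1.58%, against 0.0536% in hypoxic growth medium and 0.255% in hypoxic differentiation medium. Reads leaking between libraries at one rate would give alike ratios in both growth media, but the ratio was 7.56 times higher in normoxia. A small share of cells with the profile of normoxic differentiation medium, as the whole cause, would give the same ratio for all genes. Of 62 genes, 24 (38.7%) lay within 2-fold of the median, which argues against that case alone. Counting error at low values in growth medium also spreads these ratios, and its part was not tested. Differentiated cells with another profile could give unequal ratios, so they stay open as a cause. Part of the signal could come from differentiated cells of either kind, together with expression in myoblasts.

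Over the 4 groups there were 124 cases of a feature at 0 in one replicate and at 10 FPKM or more in the other, from 86 different features. Of these, 100% were small RNA genes, which make up 4.96% of the table. This is consistent with the failed estimate of very short features, and changes of single small RNA genes in this table are best treated as values per library.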
